# Metformin Promotes Differentiation and Attenuates H_2_O_2_-Induced Oxidative Damage of Osteoblasts *via* the PI3K/AKT/Nrf2/HO-1 Pathway

**DOI:** 10.3389/fphar.2022.829830

**Published:** 2022-03-21

**Authors:** Keda Yang, Fangming Cao, Shui Qiu, Wen Jiang, Lin Tao, Yue Zhu

**Keywords:** metformin, osteogenic differentiation, RNA sequencing, oxidative damage, PI3K/AKT/Nrf2/HO-1

## Abstract

At present, the drug treatment of osteoporosis is mostly focused on inhibiting osteoclastogenesis, which has relatively poor effects. Metformin is a drug that can potentially promote osteogenic differentiation and improve bone mass in postmenopausal women. We aimed to detect the molecular mechanism underlying the osteogenic effect of metformin. Our study indicated that metformin obviously increased the Alkaline phosphatase activity and expression of osteogenic marker genes at the mRNA and protein levels. The PI3K/AKT signaling pathway was revealed to play an essential role in the metformin-induced osteogenic process, as shown by RNA sequencing. We added LY294002 to inhibit the PI3K/AKT pathway, and the results indicated that the osteogenic effect of metformin was also blocked. Additionally, the sequencing data also indicated oxidation-reduction reaction was involved in the osteogenic process of osteoblasts. We used H_2_O_2_ to mimic the oxidative damage of osteoblasts, but metformin could attenuate it. Antioxidative Nrf2/HO-1 pathway, regarded as the downstream of PI3K/AKT pathway, was modulated by metformin in the protective process. We also revealed that metformin could improve bone mass and oxidative level of OVX mice. In conclusion, our study revealed that metformin promoted osteogenic differentiation and H_2_O_2_-induced oxidative damage of osteoblasts *via* the PI3K/AKT/Nrf2/HO-1 pathway.

## Introduction

Osteoporosis is characterized by a decrease in the amount of bone tissue per unit volume and mainly occurs in postmenopausal women and diabetes patients (Chapurlat et al., 2020; Zhou et al., 2020). Estrogen deficiency and glucose overload reduce the inhibition of osteoclast differentiation and enhances bone resorption, leading to the loss of bone mass (Ponte et al., 2020; Cho et al., 2021; Sha et al., 2021). The current strategy for osteoporosis treatment is mainly to inhibit osteoclasts with drugs such as bisphosphonates, estrogen receptor modulators and calcitonin (Ukon et al., 2019; Hsiao et al., 2020; Toriumi et al., 2020). However, these drugs are limited because they only prevent further loss of bone mass, and do not restore it. To improve this condition, researchers can increase the activity of osteoblasts in patients, which will be an effective means of treatment. Weakened differentiation and declined activity of osteoblasts aggravate the deterioration of osteoporosis (Xu et al., 2020; Yang et al., 2020). Therefore, enhancing differentiation and increasing activity is essential in improving the treatment of osteoporosis.

The acceleration of the aging population has resulted in a gradual increase in the incidence of osteoporotic fractures. Estrogen deficiency and impaired glucose tolerance are important factors that accelerate aging (He et al., 2020; Kashima et al., 2021). And the decline in body function related to aging is caused by oxidative damage with the accumulation of reactive oxygen species (ROS) (Buccellato et al., 2021). Recent studies have determined that metformin shows anti-aging effects and resistance to diseases caused by aging, which indicates the potential application of metformin in osteoporosis (Martel et al., 2021; Sharma et al., 2021). Metformin is a hypoglycemic drug that has been verified to improve bone mass loss in diabetes-induced osteoporosis by decreasing the blood glucose level (Tseng, 2021). And metformin also shows potential therapeutic effects in postmenopausal osteoporosis (Yang et al., 2021). However, the direct effect of metformin on bone metabolism is unclear. The molecular mechanism of metformin on osteogenic differentiation and prevention of oxidative damage remain to be determined.

A new generation of high-throughput transcriptome sequencing methods have been used in basic research, clinical diagnostics and drug development (Koborova et al., 2009; Wang et al., 2013). RNA sequencing technology has become an important method in transcriptomic research. The principle is to sequence genomic cDNA, calculate the expression of different mRNAs by counting the number of related small cDNA fragments and analyze the expression level of the transcript (Niemi et al., 2015). This technology can elucidate gene function and structure at the overall level and reveal specific biological processes and molecular mechanisms in the occurrence of diseases (Cui et al., 2020; Wang Y et al., 2021). In previous studies, RNA sequencing has been widely used to determine the targets and pathways of drugs in disease research (Chen et al., 2021; Zhou et al., 2021). Therefore, we aimed to detect the molecular mechanism of metformin in osteogenic differentiation by using RNA sequencing.

## Materials and Methods

### Reagents, Cell Culture and Osteogenic Differentiation

The reagents and chemicals used in this study are listed below. MC3T3-E1 cells were purchased from the Chinese Academy of Sciences Cell Bank. Metformin was purchased from Meilunbio (Dalian, China). Antibodies against Runx2 (1:1000; cat. no. ab236639), Collagen Ⅰ (1:2500; cat. no. ab260043) Osteocalcin (OCN) (1:100; cat. no. ab93876), Nrf2 (1:1000, cat. no. ab92946) and HO-1 (1:5000; cat. no. ab68477) were obtained from Abcam (Cambridge, MA). β-actin antibodies (1:2000; cat. no. 66009-1-Ig) and a peroxidase-conjugated anti-rat secondary antibody (1:2000; cat. nos. SA00001-15) were purchased from Protein Tech Group, Inc. (Chicago, IL, United States). antibodies against PI3K (1:1,000; cat. no. 4257), phosphorylated (p-)PI3K (1:1,000; cat. no. 4228), AKT (1:1,000; cat. no. 4691) and p-AKT (1:1,000; cat. no. 4060) were purchased from Cell Signaling Technology, Inc. The PI3K/AKT signaling inhibitor LY294002 and AKT inhibitor MK2206 was purchased from Beyotime (Shanghai, China).

MC3T3-E1 cells were cultured in α-MEM (HyClone, Logan, UT, United States). The media were supplemented with 10% fetal bovine serum, 100 U/ml streptomycin sulfate, and 100 mg/ml penicillin. Osteogenic induction medium was prepared according to the following criterion: 100 mM β-glycerophosphate, 50 mg/L ascorbic acid and 10 nM dexamethasone. The parameters of the humidified incubator for MC3T3-E1 cell culture were set to 5% CO_2_ and 37°C. Detection of ALP activity and mRNA and protein expression levels was performed after 7 days of osteogenic induction of MC3T3-E1 cells.

### Cell Counting Kit-8 Assay

Cell Counting Kit-8 (CCK-8) (Dojindo Molecular Technologies, Inc. Japan) was used to detect cell viability after treatment with different concentrations of metformin. The reagent is an indicator of redox reactions. In the presence of the electron carrier 1-methoxy PMS, dehydrogenase in living cells can catalyze the tetrazolium salt WST-8 to generate formazan dyes, and the amount of formazan dye produced has a linear relationship with the number of living cells.

### Alkaline Phosphatase Activity Detection

ALP is secreted by osteoblasts. ALP activity can directly reflect the differentiation level of osteoblasts. MC3T3-E1 cells were induced in osteogenic medium for 1 week. Then the ALP level was detected by ALP Analysis kits (Nanjing Jiancheng, China) according to the manufacturer’s instructions.

### Alizarin Red S Staining

Calcium salt variation is an indicator of osteoblast proliferation and differentiation. Alizarin Red S can form a complex with calcium salt in a chelating manner to identify the calcium salt component of tissue cells and produce orange-red deposits. MC3T3-E1 cells were cultured in 6-well plates and treated with induced medium for 28 days before Alizarin red S staining. The cells were first washed twice with PBS, fixed with 95% ethanol for 10 min, and washed with distilled water 3 times. Then 0.1% Alizarin Red-Tris-Hcl (pH 8.3) was added at 37°C for 30 min.

### Reverse Transcription PCR (RT-qPCR) Assay

A miRNeasy RNA mini kit (Qiagen, MD, United States) was used to extract total RNA. Then, GoScript™ reverse transcription mix and oligo (dT) (Promega, Wi, United States) were used to synthesize cDNA. qPCR was performed using GoTaq® qPCR master mix (Promega, Wi, United States). The data were collected using a Roche Light Cycler® 480 II system (Roche, Basel, Switzerland). The conditions of PCR cycles were as follows: 2 min at 90°C, 15 s at 95°C and 60 s at 60°C for 45 cycles. *β*-actin was used as a standardized control. And the sequences of primers were listed in Supplementary Table S1. Gene expression was calculated by the 2^−ΔΔCt^ method.

### Western Blotting

Protein was extracted after 7 days of treatment, and then frozen in a refrigerator at −80°C for later use.

Then, proteins were resolved by SDS-PAGE and transferred to polyvinylidene difluoride (PVDF) membranes. The membranes with proteins of various molecular weights were immersed in blocking buffer for 1.5 h. After the membranes were washed with 1% TBST, they were incubated with a primary antibody at 4°C overnight and a secondary antibody at 4°C the next day. After the membranes were thoroughly washed, the protein bands were coated with luminescent solution and visualized using a chemiluminescence (ECL) system (UVP Inc., CA, United States). The protein level was normalized to that of *β*-actin (molecular weight of 43 kDa). Finally, ImageJ software was used to calculate the optical density and relative protein expression levels.

### RNA Sequencing Analysis

MC3T3-E1 cells were induced in osteogenic medium and metformin for 3 days. RNA sequencing analysis was performed by Novogene Institute (Tianjin, China). Differential expression analysis of two groups (three biological replicates per condition) was performed using the DESeq2 R package (1.20.0). Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the cluster Profiler R package, in which gene length bias was corrected. GO terms with corrected *p* values less than 0.05 were considered significantly enriched by differentially expressed genes. The KEGG pathway database was used in the cluster Profiler R package for the statistical enrichment of marker genes.

### Gene Ontology Enrichment

GO enrichment analysis of marker genes was performed with DAVID Bioinformatics Resources 6.8. The gene length bias was corrected, and the GO terms with corrected *p* values less than 0.05 were considered significantly enriched for the marker genes. The biological domains examined in the GO database included three categories: molecular function, cellular component and biological process.

### KEGG Pathway

The KEGG pathway database (KOBAS 3.0) was used for the statistical enrichment of marker genes. The database can help elucidate the high-level functions and utilities of cells, organisms and ecosystems and includes molecular-level information (especially large-scale molecular genome sequencing datasets) and information from other high-throughput experimental technologies.

### Animal Experiments

Eight-week-old female mice were obtained from the Department of Laboratory Animal Science of China Medical University. The feeding environmental conditions were 20–26°C with constant temperature, 40–70% relative humidity, ≤14 mg/m3 ammonia concentration, ≤60 dB (A) noise and a 12 h/12 h alternating light and dark cycle. All animals were fed in this environment for 2 weeks before the experiments. Mice were randomly divided into three groups (*n* = 7 each group): a sham group, a bilateral ovariectomy (OVX) group and a OVX group with intragastric metformin (OVX + Met). We performed bilateral ovariectomy on mice under 1.4–1.5% isoflurane inhalation anesthesia with oxygen. The dosage of metformin for the OVX + Met mice was 100 mg/kg/day, which was dissolved in 0.9% normal saline. The mice in the other groups were fed only with equal amount of saline. After 8 weeks of treatment, all mice were sacrificed, and the bilateral femur and tibias were harvested for imaging and protein extraction. All animal experiments were approved by the Animal Ethics Committee of the First Affiliated Hospital of China Medical University and were performed according to the laboratory and animal welfare guidelines.

### Microcomputed Tomography

Collected femurs were fixed with 4% formaldehyde solution for imaging by microcomputed tomography (μCT, Skyscan1276, Bruker, Germany). When X-rays pass through the sample, each part of the sample has different absorption rates for X-rays. The X-rays penetrate the sample and are finally imaged on the detector. Micro-CT uses tapered X-ray beams to image samples at different angles above 360°. The cone beam method can obtain isotropic volumetric images, improve spatial resolution, and increase ray utilization. X-ray images at each angle were reconstructed into a 3-dimensional image analyzed by the CT-analyser software CTAn 1.19.11.1 (Bruker Corporation). The parameters of the scan were as follows: X-ray voltage 50 kV, X-ray current 200 uA, Filter 0.5 mm aluminum, Image pixel size 8.9um, Camera resolution setting High (4,000 pixel field width), Tomographic rotation (180°/360°), Rotation step (0.3–0.5°), Frame averaging 1, Scan duration 20–50 min.

### Biochemistry Assays

Mice-specific total antioxidant activities (T-AOC) was purchased from Nanjing Jiancheng Bioengineering Institute, Nanjing, China (A015-2-1) and superoxide dismutase (SOD) kits was purchased from Beyotime (S0101) to measure the serum T-AOC and SOD activity in mice. All experiments were performed according to the manufacturer’s instructions.

### Statistical Analysis

The experimental data were means ± standard deviation (SD) by using GraphPad Prism 8 (San Diego, CA, United States) and SPSS 22.0 (Chicago, IL, United States). Student’s t-tests and one-way ANOVA were used for statistical analysis of three replicate experiments by SPSS. *p* < 0.05 was considered statistically significant.

## Results

### Metformin Promotes Osteogenic Differentiation of MC3T3-E1 Cells

We first performed CCK-8 cell viability assays to detect MC3T3-E1 cell viability after treatment with different concentrations of metformin, and the results indicated that metformin had no inhibitory effect on osteoblast proliferation (Figure 1A). To determine whether metformin promoted osteogenic differentiation and the optimal concentration, we detected ALP activity with ALP Analysis kits. As shown in Figure 1B, metformin at 0.2 mM maximized osteogenic differentiation, which was also verified by the mRNA expression of osteogenic genes including Runx2, OCN and COLL-1 (Figure 1C). Additionally, we performed Alizarin Red S staining and western blotting to evaluate the effect of metformin treatment on the differentiation of osteoblasts (Figures 1D,E). The protein levels of Collagen I, Runx2 and OCN increased most obviously with 0.2 mM metformin treatment (Figure 1F).

**FIGURE 1:**
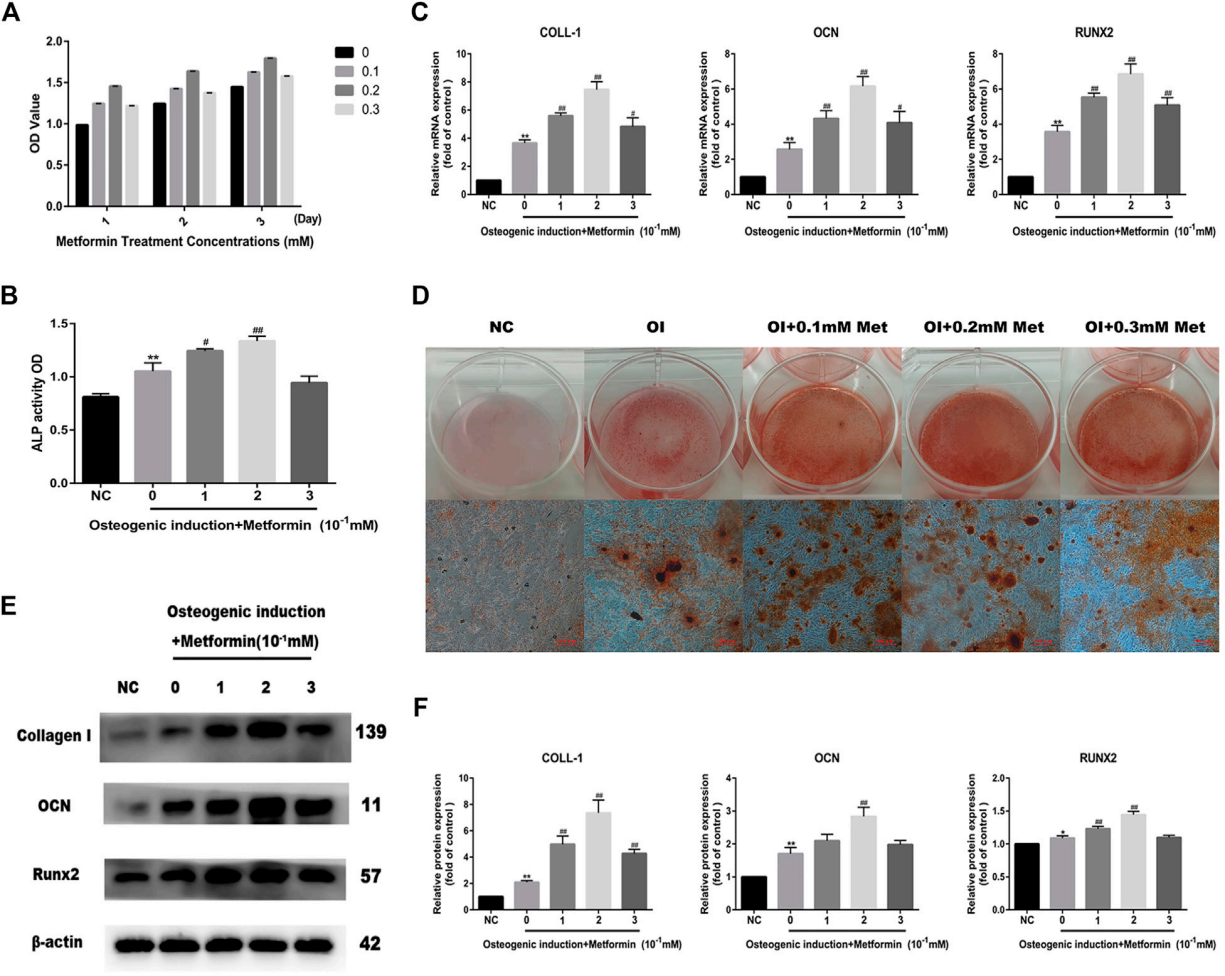
Metformin promotes osteogenic differentiation of MC3T3-E1 cells. **(A)** Cell viability after treatment with different concentrations of metformin (0.1, 0.2 and 0.3 mM). **(B)** ALP activity was detected to explicit the osteogenic effect of metformin. **(C)** The mRNA level of COLL-1, OCN and Runx2 after osteogenic induction and treatment with metformin. **(D)** The mineralization of osteoblast demonstrated by Alizarin red S staining was most obvious after treatment with 0.2 mM metformin. **(E)** The protein level of Collagen I, OCN and Runx2 under different concentrations of metformin. **(F)** Relative protein expression level of the proteins in **(E)** compared with control group. Experiments were implemented in triplicate. Data are means ± SD, *p < 0.05, **p < 0.01 compared with control cells and ^#^ *p* < 0.05, ^##^ *p* < 0.01 compared with osteogenic induction alone analyzed by using ANOVA.

### RNA-Sequencing Reveals That PI3K/AKT Signaling Pathway is involved in Metformin-Induced Osteogenic Differentiation

Based on the data mentioned above, we attempted to elucidate the mechanism by which metformin promoted osteoblast differentiation. 

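MC3T3-E1 is a mouse pre-osteoblast line that forms mineralized matrix in osteogenic medium, and metformin is a biguanide used to lower blood glucose. The sequenced cells were induced for 3 days in osteogenic medium alone or in osteogenic medium with 0.2 mM metformin, with 3 samples in each group. The dose and the time come from the paper, since the sample labels give neither. The authors deposited 1 table of 54532 genes with a normalized value per gene and sample and the gene length. The table names no unit. Each value multiplied by the gene length was a whole multiple of 1 step per sample for 100% of the values above 0, so the values are FPKM, which scale the reads of a gene by its length and the library, and the reads behind them could be recovered. The recovered totals were 18399861, 20652437 and 18792236 reads in osteogenic medium and 19896720, 22111790 and 19256672 reads with metformin. At these depths 3 reads are between 1.4e-05% and 1.6e-05% of a sample, which covers counting error only. The recovered reads would also allow a test on counts, but limma-trend was the test planned for a table of FPKM. The groups were therefore compared with limma-trend on log2(FPKM + 1) over the 12681 genes with a mean FPKM of at least 0.5, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of low genes. The 3 samples with metformin had Pearson correlations of log2 values of 0.992 with each other, across genes. In osteogenic medium, replicates 2 and 3 had a correlation of 0.988, and replicate 1 had correlations of 0.96 and 0.952 with them. Across genes, the deviation of replicate 1 from the other two had a Spearman correlation of -0.668 with the GC content of the gene's longest transcript, where genes are not independent replicates. The first principal component held 60.8% of the variance and separated the groups, and the second held 25.6% and separated replicate 1 from the other controls. No pair of samples differed by as little as the sampling noise of reads: the median chi-square per gene was at least 1.18, where counting alone gives 0.455.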

We performed RNA sequencing to compare the differential expression of genes between osteogenic induction with and without 0.2 mM metformin treatment. 

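With metformin, 1670 genes were higher and 1177 were lower than in osteogenic medium alone (adjusted p-value under 0.05 by limma-trend with Benjamini-Hochberg adjustment, 3 samples per group). Of the 12681 tested genes, the 3 samples with metformin lay entirely above the 3 samples without for 2990 and entirely below them for 2602, where chance gives one or the other for 10% of genes. By number of genes the counts moved most without control replicate 1, to 2969 and 2590, and as a ratio they moved most with a limit of 1 on the absolute log2 fold change, to 468 and 168. Without metformin replicate 1 they were 938 and 495. With the replicate number as a block, 1161 genes were higher and 698 were lower. Samples with the same number did not deviate together, with correlations across genes of -0.053, 0.00027 and -0.055 between their deviations from the group means. A correction for GC content within each library, chosen after the values were seen, gave 2063 higher and 2431 lower genes. With it 45.9% of the calls were higher in place of 58.7%. The correction also moved the log2 fold changes of all tested genes by a median of -0.0566. Such a shift by itself favours lower calls, so the change in balance cannot be put down to GC content alone. The largest increases among well expressed genes without overlap between the groups were those of Pappa2 (log2 fold change 3.35), Ptgs2 (3.18), Fos (3.11), Id2 (2.73) and Ckap2l (2.69). The largest decreases were those of mt-Nd4l (-2.63), Gm29216 (-2.50), Ctla2a (-2.45), mt-Atp6 (-2.45) and Steap4 (-2.42). The call of mt-Nd4l held in 2 of the 6 fits that each left out one replicate and that of mt-Atp6 in 4. The transcript of Gm29216, on chromosome 1, is 99.8% identical over 483 bases to mt-Co1, and mt-Nd4l, mt-Atp6 and Ctla2a also have near-identical copies, so reads of these genes could be split between them.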

Compared with osteogenic medium alone, a total of 1946 up-regulated and 1544 down-regulated genes were obtained when treating with metformin after quality control and differential analysis (Figure 2A). 

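Enrichment was tested for 12 fixed gene sets, with the Reactome sets shipped with fgsea standing beside KEGG, whose tables were not used here. Each Reactome set was compared with all tested genes that have an identifier, and each family of symbols or descriptions with all tested genes, by a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 12 sets, and 9 sets had an adjusted p-value under 0.05. Of 147 tested genes of extracellular matrix organization 56 were higher (38.1% against 14.1% of the background, odds ratio 3.84, adjusted p = 4.41e-12). Of 50 genes of integrin cell surface interactions 22 were higher (odds ratio 4.83, adjusted p = 6.88e-07), and of 16 genes of laminin interactions 13 were higher (odds ratio 26.5, adjusted p = 9.45e-09). DNA replication had 41 of 98 genes higher (odds ratio 4.46, adjusted p = 9.80e-11) and cholesterol biosynthesis had 17 of 22 (odds ratio 20.9, adjusted p = 1.71e-10). Fisher's test takes genes as independent, so these p-values do not measure the spread between samples. Sets can also share genes. Limma's camera, adjusted over 636 Reactome sets, allows for correlation between genes. With a fixed correlation of 0.01 these sets had adjusted p-values of at most 0.0048 by camera. With the correlation estimated for each set they were between 0.24 and 0.375. The Reactome set of PI3K/AKT activation, which holds receptors, adaptors and the kinases themselves, had 6 of 58 genes higher and 7 lower (odds ratio 0.70, adjusted p = 0.847). With the replicate block the same number of sets, 9, passed, and the PI3K/AKT activation set had 4 genes higher (adjusted p = 0.826). Without control replicate 1 its odds ratio was 1.03, with adjusted p-values of 0.506 to 0.96 over the alternatives run for gene sets. The catalytic and regulatory PI3K subunits and the AKT isoforms are 12 genes, of which 9 were tested. Pik3r1 was lower with metformin (log2 fold change -0.67, standard error 0.11, adjusted p = 0.00641 by limma-trend), and the other 8 were not called in either direction, with log2 fold changes from -0.38 for Pik3ca to 0.43 for Pik3r3. The fits that moved this count most gave 5 called genes, without control replicate 1 and with the GC correction. Adjusted over this list alone the count was also 1. Pik3r3, Akt2 and Pik3cb share near-identical transcript sequence with other genes, and Pik3r1, Pik3r2, Pik3r3, Pik3ca, Pik3cd and Akt1 overlap other genes.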

We performed KEGG pathway analysis of these up-regulated genes and the results showed that they were enriched in PI3K/AKT signaling pathway (Figure 2B). These genes included PI3K upstream regulators ITGA, ITGB and SYK; the AKT upstream regulators HSP90B1 and PPP2R5D; and the downstream regulators of the PI3K/AKT pathway GYS, PCK2 and CCND1 (Figure 2C). 

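All 6 tested genes of those named beside the integrins were higher with metformin, and the 3 samples with metformin did not overlap the 3 controls for any of them. Syk (chromosome 13, 52583173 to 52648792) rose from 0.411 ± 0.039 FPKM (SD, n = 3) to 2.15 ± 0.20 (SD, n = 3), a log2 fold change of 1.16 (standard error 0.10, adjusted p = 0.000396 by limma-trend). Ccnd1 (chromosome 7, 144929931 to 144939925) rose from 61.7 ± 5.07 to 130 ± 2.85 FPKM, a log2 fold change of 1.06 (adjusted p = 0.000503). Hsp90b1 rose by 0.64 (adjusted p = 0.00548), Ppp2r5d by 0.62 (adjusted p = 0.00926), Gys1 by 0.61 (adjusted p = 0.00768) and Pck2 by 0.68 (adjusted p = 0.0103) on the log2 scale. Of the 2 glycogen synthase genes, Gys2 had at most 1 read in a sample and was not tested. Ppp2r5d kept its call in 5 of the 6 fits that each left out one replicate and Pck2 in 4. Apart from Syk these genes overlap others, Oraov1 for Ccnd1, Ruvbl2 for Gys1, Mea1 and Gm26904 for Ppp2r5d, Gm10876 for Pck2 and 3 genes for Hsp90b1, and the paper does not state whether counting used strand. Gys1 also shares 290 identical bases of transcript sequence with Ruvbl2. Of the tested integrin subunits, Itga1, Itga8, Itga10, Itgb2 and Itgb5 share near-identical transcript sequence with other genes, and Itga1, Itga2b, Itga5, Itga8, Itga9, Itga10 and Itgav overlap other genes. The integrin subunits moved in both directions. Of 14 tested, 6 were higher, 4 were lower and 4 were not called, and with the replicate block 5 were higher and 4 lower. The higher subunits were Itga1 (log2 fold change 1.14, adjusted p = 0.000646), Itgav (1.10, adjusted p = 0.00746), Itga11 (0.98, adjusted p = 0.000426), Itga8 (0.74, adjusted p = 0.0186), Itgb1 (0.72, adjusted p = 0.0203) and Itga3 (0.33, adjusted p = 0.0480). The calls of Itga8, Itgb1 and Itga3 each held in 2 of the 6 fits that left out one replicate, and that of Itgb8 in 4. The lower subunits were Itgb8 (-0.87, adjusted p = 0.0153), Itgb3 (-0.80, adjusted p = 0.00261), Itga10 (-0.72, adjusted p = 0.00103) and Itgb5 (-0.64, adjusted p = 0.00365). Of the 46 genes of the heatmap in Figure 2C, 38 were tested, all with a positive log2 fold change, and 35 were called higher. Adjusted over the list alone 37 were, which shows no stability, since the list is the paper's own calls on these data. Vwf, Pkn3 and Il6 were tested and not called. Itga6, Pdgfb, Gng10, Csf1r, Creb5, Gngt2 and Hgf were among those under the FPKM limit. The paper states that the up-regulated genes were enriched in the PI3K/AKT pathway, names these members of it, and from there turns to the proteins of the pathway.

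**Figure D1:**
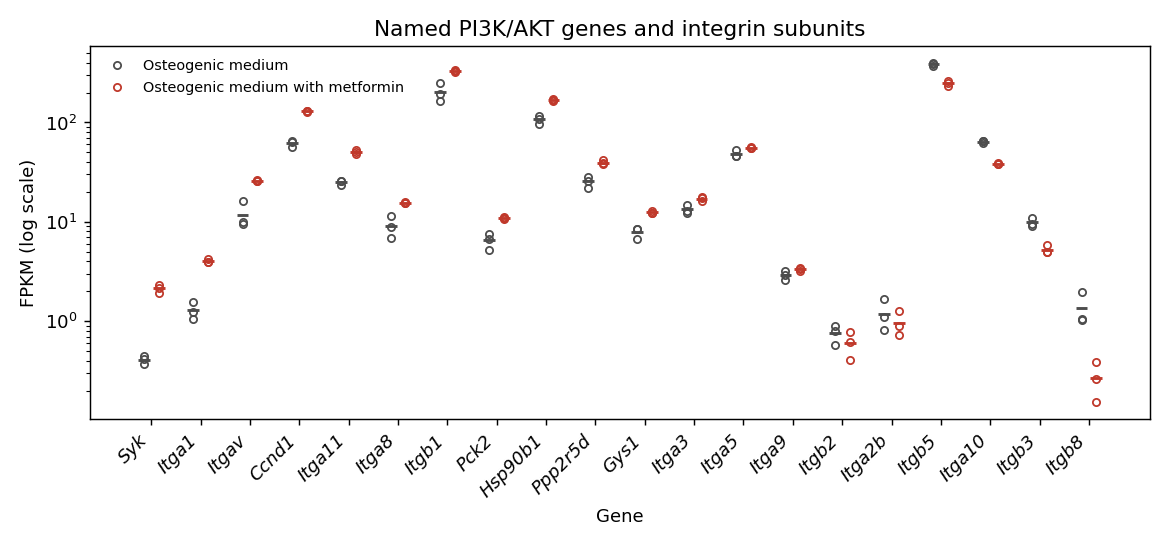
FPKM on a log scale of the tested genes named in the text and of every tested integrin subunit, ordered by log2 fold change. Each point is one sample, bars are group means (n = 3), grey is osteogenic medium and red is osteogenic medium with metformin. Syk is at the left with 0.411 and 2.15 FPKM on average, and Itgb8 is at the right with 1.35 and 0.269.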

We firstly detected the effect of metformin on the PI3K/AKT pathway by western blotting. And the results indicated the expression of p-PI3K and p-AKT increased in osteogenic medium and metformin promoted it further (Figure 2D). To determine the role of PI3K/AKT signaling pathway in osteogenic induction by metformin, we added the PI3K/AKT signaling inhibitor LY294002 to MC3T3-E1 cells and assessed osteogenic indicators. LY294002 can inhibit the enzyme activity of PI3K through competitive inhibition of PI3K. In Figure 2E, ALP activity decreased after combined treatment with metformin and LY294002 compared to that with metformin treatment alone. Moreover, the protein levels of Collagen I, OCN and Runx2 decreased after combined treatment with metformin and LY294002 compared with metformin treatment alone (Figure 2F). Additionally, we performed Alizarin Red S staining to confirm the effect of the PI3K/AKT signaling pathway on osteoblast formation. The results indicated that LY294002 inhibited mineralization after osteogenic induction (Figure 2G).

**FIGURE 2:**
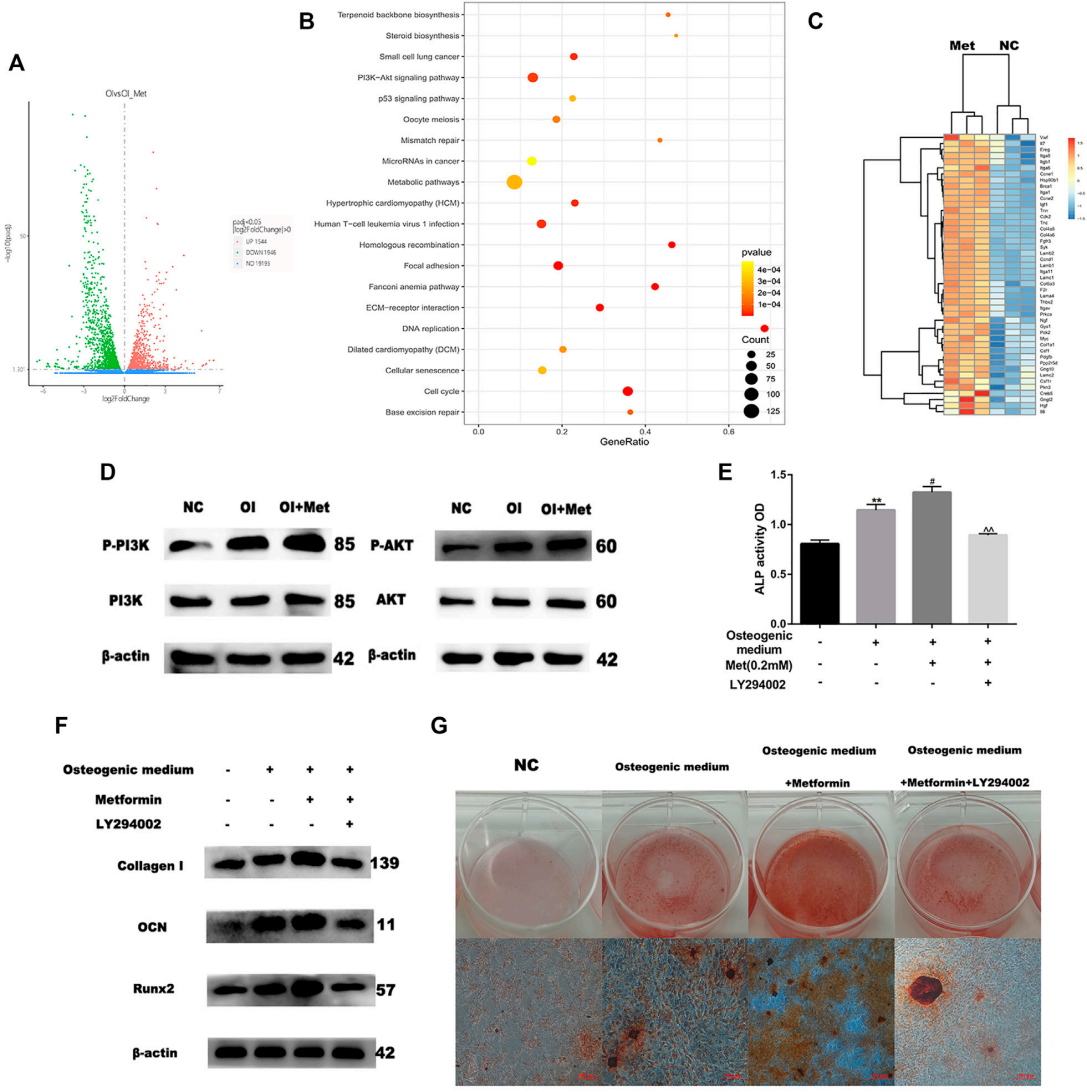
Metformin induces osteogenic differentiation *via* the PI3K/AKT pathway. **(A)** Volcano map of differential genes as osteogenic induction (OI) vs. OI with metformin treatment (OI_Met). **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) of up-regulated genes during metformin-induced osteogenic differentiation. **(C)** Heatmap of up-regulated genes involved in PI3K/AKT signaling pathway. **(D)** Protein expression of PI3K-AKT pathway, enhancing effect observed for metformin on PI3K/AKT expression. **(E)** ALP activity was detected to explicit metformin protection of osteogenic differentiation inhibited by H_2_O_2_ was blocked by LY294002. **(F)** Protein expression of COLL-1, OCN and Runx2 after adding LY294002. **(G)** The activity of osteoblast mineralization decreased with LY294002 treatment detected by using Alizarin red S staining. Experiments were implemented in triplicate. Data are means ± SD, *p < 0.05, **p < 0.01 compared with control cells and ^#^ *p* < 0.05, ^##^ *p* < 0.01 compared with osteogenic induction alone and ^*p* < 0.05, ^^*p* < 0.01 compared with combined treatment of osteogenic induction and metformin analyzed by using ANOVA.

### Metformin Prevents the Oxidative Damage of Osteoblasts Induced by H_2_O_2_ *via* the AKT/Nrf2/HO-1 Pathway

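Genes of oxidation-reduction were examined in a Reactome set, in a family of enzymes picked by the words of their descriptions (reductase, dehydrogenase, oxidase, peroxidase and oxygenase) and in the 47 genes shown in Figure 3A. The GO tables were not used here. Of the 359 tested enzymes of the family, 53 were higher with metformin and 30 were lower, against 13.2% higher in the background (odds ratio 1.15, one-sided Fisher's exact test, adjusted p = 0.221 over the 12 sets). The Reactome set of biological oxidations had 13 of 61 genes higher and 10 lower (odds ratio 1.65, adjusted p = 0.0976). With the replicate block both sets had an adjusted p-value of 0.268. The cholesterol biosynthesis set had a median log2 fold change of 1.06 over its 22 tested genes. Of the Figure 3A genes, 40 were tested, all had a positive log2 fold change between 0.23 and 3.18, and 37 were called higher by limma-trend. Adjusted over the list alone, all 40 were, which shows no stability either, since these too are the paper's own calls. P4htm, Msra and Coq7 were tested and not called, and Aoc3, Tbxas1, Dhrs9, Cyp1a1, Cyb561, Egln3 and Mdh1b were under the FPKM limit. In the 6 fits that each left out one replicate, between 31 and 38 of the genes were called.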

GO analysis revealed that the genes upregulated expression after metformin treatment were involved in the oxidation-reduction reaction (Figure 3A). These genes included many reductase genes such as CBR2, HMGCR, HSD17B7, RRM2, DHCR24, DHFR, and peroxidase gene PTGS2. 

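Ptgs2, Rrm2, Hsd17b7 and Cbr2 were higher with metformin at an adjusted p-value under 0.05 by limma-trend, in each of the 6 fits that left out one replicate and with the replicate block. Ptgs2 (chromosome 1, 150100031 to 150108227) had 1.73 ± 0.36 FPKM (SD, n = 3) in osteogenic medium and 23.6 ± 2.12 (SD, n = 3) with metformin, a log2 fold change of 3.18 (standard error 0.12, adjusted p = 6.4e-05). Rrm2, a subunit of ribonucleotide reductase on chromosome 12 (24708241 to 24714146), went from 8.21 ± 1.64 to 49.3 ± 2.59 FPKM, a log2 fold change of 2.47 (standard error 0.14, adjusted p = 0.000130). Its longest transcript is 95.5% identical over 419 bases to that of Gm48455, so reads could be shared. Hsd17b7, which encodes an enzyme of cholesterol synthesis, rose by 1.59 on the log2 scale (adjusted p = 0.00198), and the carbonyl reductase gene Cbr2 rose by 1.31 (adjusted p = 0.00376). The smallest log2 fold change of the 4 genes over the fits that left out one replicate was 1.08, for Cbr2.

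**Figure D2:**
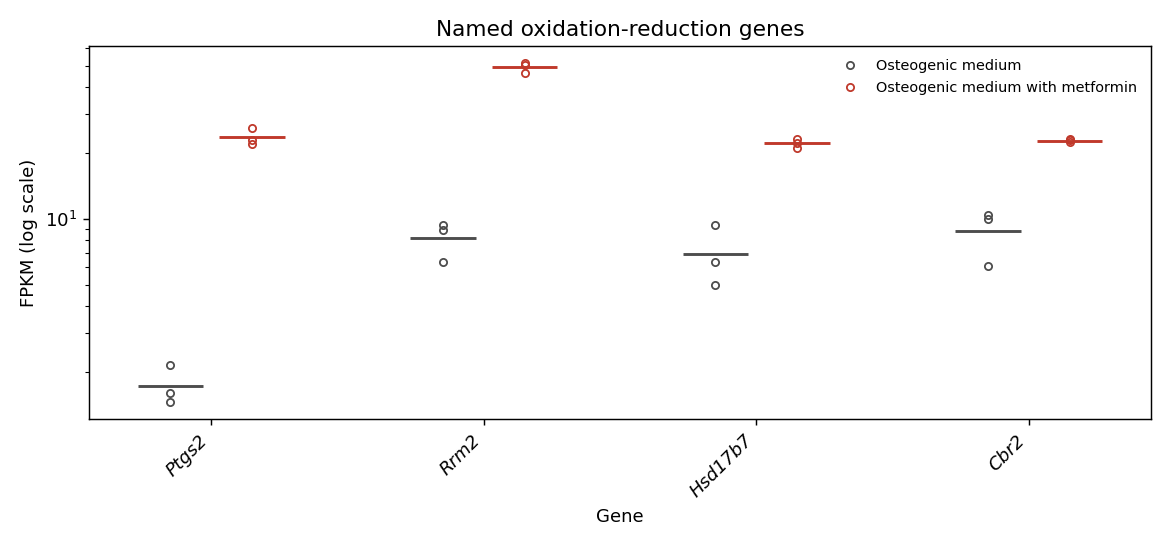
FPKM on a log scale of Ptgs2, Rrm2, Hsd17b7 and Cbr2, ordered by log2 fold change. Each point is one sample, bars are group means (n = 3), grey is osteogenic medium and red is osteogenic medium with metformin. For every gene the 3 red points lie above the 3 grey points.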

All of these genes performed a reductive effect on oxidative substances. In order to detect the protective effect of metformin on osteogenic differentiation in peroxidative status, we added 0.2 mM H_2_O_2_ into osteogenic medium to stimulate oxidative damage and 0.2 mM metformin to improve. After osteogenic induction and 6 h incubation with H_2_O_2_ and metformin, we detected the protein expression of Collagen I, OCN and Runx2 (Figure 3B). The results indicated the protective effect of metformin (Figure 3C). Then, we attempted to explore the mechanism by which metformin protected the oxidative damage of osteoblasts. Our past studies have proved that metformin can attenuate H_2_O_2_-induced osteoblast apoptosis *via* the PI3K/AKT pathway (Yang et al., 2021). Nrf2 is an important transcription factor that regulates cellular oxidative stress response. And the Heme Oxygenase-1 (HO-1) is the downstream factor of Nrf2. HO-1 participated in the modulation of mitochondria function and further influenced cell differentiation and apoptosis. We used western blotting to detect the protein level of nuclear Nrf2 and HO-1. Metformin increased the expression of Nrf2 and HO-1 compared with H_2_O_2_ treatment alone, but which was blocked by adding AKT inhibitor MK2206(Figures 3D,E).

**FIGURE 3:**
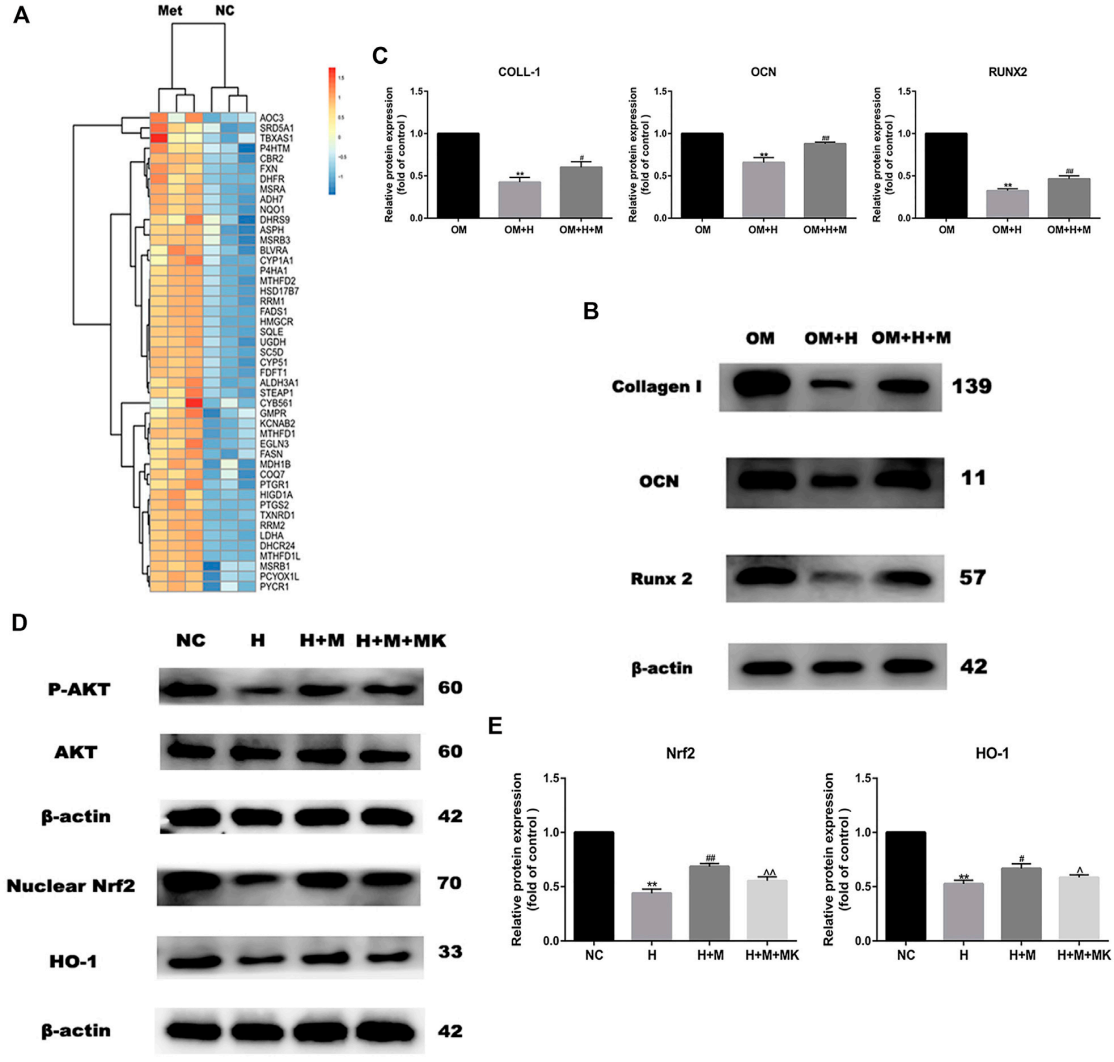
Metformin reserves H_2_O_2_-induced inhibition of osteogenic differentiation. **(A)** Heatmap of up-regulated genes involved in oxidation-reduction reaction. **(B)** Protein expression of Collagen I, Runx 2 and OCN indicated the protective effect of metformin on H_2_O_2_ inhibition (OM: osteogenic medium, OM + H: osteogenic medium with H_2_O_2_, OM + H + M: osteogenic medium mixed with H_2_O_2_ and MK2206). **(C)** Relative protein expression level of the proteins in **(B)**. **(D)** Protein expression of p-AKT, nuclear Nrf2 and HO-1 after additing AKT inhibitor MK2206. **(E)** Relative protein expression level of the proteins in **(D)**. Experiments were implemented in triplicate. Data are means ± SD, *p < 0.05, **p < 0.01 compared with control cells and ^#^ *p* < 0.05, ^##^ *p* < 0.01 compared with H_2_O_2_ treatment alone and ^*p* < 0.05, ^^*p* < 0.01 compared with combined treatment of H_2_O_2_ and metformin analyzed by using ANOVA.

### Metformin Prevents Bone Mass Loss and Reserves Oxidative Damage in OVX Mice

Finally, we attempted to determine whether metformin could improve bone mass and oxidative level in postmenopausal mice. We performed bilateral ovariectomy on mice to decrease estrogen secretion and fed them a normal diet. Additionally, we fed another set of OVX mice metformin. After 8 weeks, the bone mass of the OVX mice decreased significantly but increased after metformin feeding (Figure 4A). The micro-CT data also revealed the therapeutic effect of metformin on postmenopausal osteoporosis. Trabecular thickness (Tb.Th) and percent bone volume (bone volume/tissue volume, BV/TV) decreased in the OVX mice and increased with metformin treatment. Trabecular separation (Tb.Sp) and bone surface/volume ratio (bone surface/bone volume, BS/BV) increased in the OVX mice and metformin preserved these parameters (Figure 4B). To detect the osteogenic effect of metformin on postmenopausal mice, we also extracted protein from the mouse femur. As shown in Figure 4C, the osteogenic proteins Collagen I, OCN and Runx2 were decreased compared with those in the sham mice, and metformin improved their expression levels. And we also collected the blood of these mice and centrifuged it into serum. The level of superoxide dismutase (SOD) and total antioxidant capacity (T-AOC) were measured by the corresponding kit. And the results indicated metformin reserved the serum level of SOD and T-AOC (Figure 4D). We measured the protein expression of Nrf2 and HO-1 to validate the signaling pathway in bone tissue (Figure 4E). As mentioned above, metformin could improve bone mass loss by enhancing the osteogenic effects and reserving oxidative damage in the OVX mice.

**FIGURE 4:**
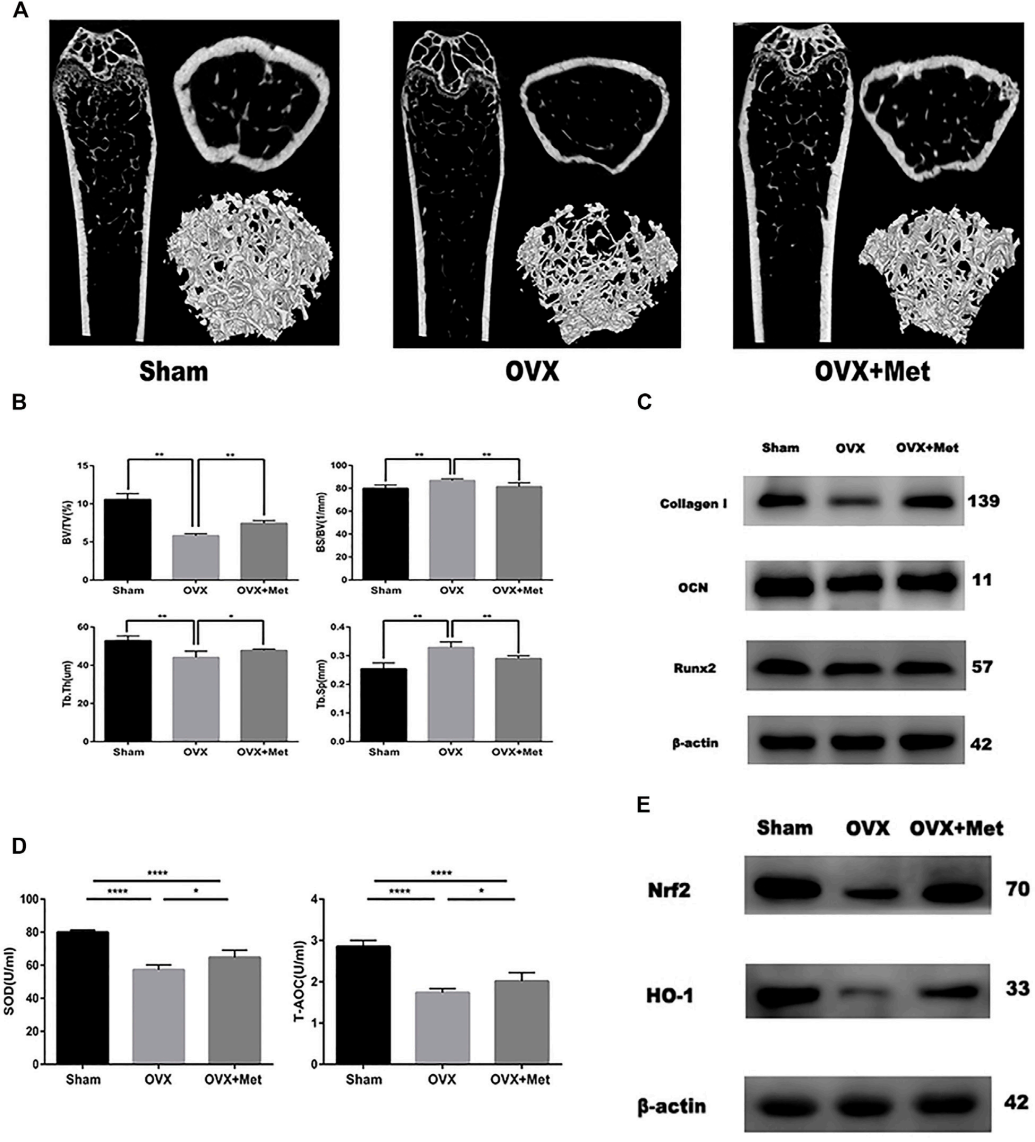
Metformin reserved bone mass loss of OVX mice. **(A)** 2D and 3D reconstruction of the femur micro-CT images. **(B)** Related parameters obtained from image analysis (n = 7 specimens/group). **(C)** Protein level of osteogenic markers Collagen I, Runx2 and OCN in femur samples. **(D)** Serum anti-oxidative level SOD1 and T-AOC in mice (*n* = 5 specimens/group). **(E)** The protein expression of Nrf2 and HO-1 in bone tissue. Data are means ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 compared with OVX analyzed by using ANOVA.

## Discussion

With increased global aging, osteoporosis is a major threat to human health and quality of life, and postmenopausal women have the greatest risk (Chen et al., 2019). The incidence of osteoporotic fractures, which increases the health care burden, is increasing (Jørgensen et al., 2017; Kanis et al., 2021). In recent years, metformin has been found to be a multipotent anti-aging drug with cardiovascular protective and tumor growth inhibitory effects (Bahrambeigi et al., 2019; Elgendy et al., 2019; Deshmukh et al., 2021; Kodali et al., 2021). However, previous studies focused on the hypoglycemic effect of metformin in diabetes-induced osteoporosis but ignored the direct effect on bone metabolism and the molecular mechanism underlying the osteogenic differentiation of metformin. Our study determined the osteogenic effect and optimal concentration of metformin on MC3T3-E1 cell differentiation and the therapeutic effect on postmenopausal osteoporosis. We also performed RNA sequencing to show that the PI3K/AKT signaling pathway and oxidation-reduction reaction were essentially involved in the osteogenic process induced by metformin.

In previous studies, there was no consistent conclusion regarding the pathogenesis of postmenopausal osteoporosis. Our transcriptional data indicated that metformin modulated the expression of genes involved in oxidation-reduction process of osteoblasts. We also believe that oxidation-reduction imbalance is a key factor leading to osteoporosis in postmenopausal women due to the reducibility of estrogen. It has been demonstrated that circulating levels of catalase, superoxide dismutase 2 (SOD 2) and peroxiredoxin 2 (PRX2) are lower in postmenopausal women with osteoporosis than health controls (Azizieh et al., 2019). Mitochondrial dysfunction leads to weakened internal oxidoreductase function, resulting in high levels of free radical, which attacks osteoblasts and induces apoptosis (Zhou et al., 2019). Osteoclasts showed strong differentiation when the inhibitory effect of estrogen was lost (Li et al., 2021). Metformin can improve the oxidative state and protect against oxidative stress damage, which also indicates the therapeutic effect of metformin on osteoporosis (Jia et al., 2021). Therefore, it is essential to determine the mechanism by which metformin acts on the oxidation-reduction process in osteoblasts.

PI3K/AKT signaling is an important pathway involved in the modulation of redox balance. Activation of PI3K/AKT enhances the antioxidant effect (Kim et al., 2021; Wang P et al., 2021). The PI3K/AKT signaling pathway has been demonstrated to have a positive effect on osteoblast differentiation and inhibition of PI3K/AKT signaling suppresses the osteoinduction process (Zhang et al., 2019; Dong et al., 2020). It was reported that multiple drugs promote osteogenic differentiation *via* the PI3K/AKT pathway (Xiong et al., 2020; Liu et al., 2021). In our study, we revealed that metformin promoted osteogenic differentiation of MC3T3-E1 cells by activating the PI3K/AKT pathway. Various osteogenic growth factors and extracellular matrix components can induce the activation of PI3K, including fibroblast growth factor, vascular endothelial growth factor, angiogenic protein I and insulin (Khodabandehloo et al., 2020). These factors activate receptor tyrosine kinases, cause autophosphorylation and induce PI3K/AKT-mediated differentiation. We also demonstrated that the osteogenic effect of metformin was blocked by adding a PI3K/AKT inhibitor. The inhibitor decreased the ratio of OPG/RANKL expression to inhibit osteogenesis (Xu et al., 2021). Additionally, we used H_2_O_2_ to mimic the oxidative damage of osteoblasts metformin to attenuate it, the anti-apoptosis effect of which has been proven in our previous study (Yang et al., 2021). And in this study, we further explored the downstream mechanism. Nrf2 is an factor involved in the modulation of cellular oxidation-reduction balance (Čipak Gašparović et al., 2021). Nrf2 participates in the expression and maturation of various anti-oxidative proteins to maintain the homeostasis of oxidation and reduction (Ying et al., 2018). HO-1 is an essential anti-oxidative factor modulated by Nrf2 (Ma et al., 2021). HO-1 decomposes heme to produce carbon monoxide (CO) that promotes the expression of glutamate-cysteine ligase for GSH transformation (Consoli et al., 2021). As mentioned above, PI3K/AKT/Nrf2/HO-1 pathway is closely related to osteogenic differentiation and anti-oxidative damage of osteoblasts. Our experimental results also indicated protective effect of metformin in postmenopausal osteoporosis *via* this pathway (Figure 5).

**FIGURE 5:**
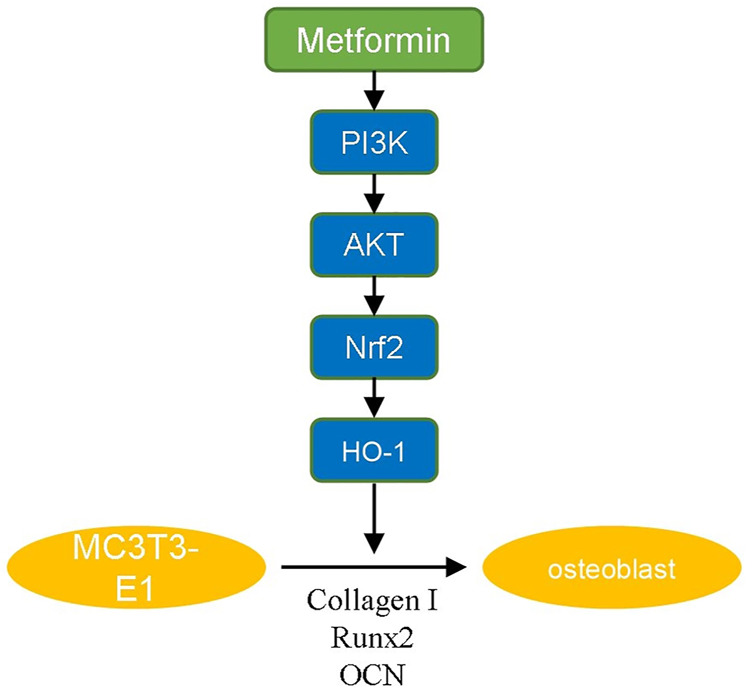
The summarized figure of signaling pathway.

Due to the complex pathogenesis of osteoporosis, current treatment methods have limited efficacy. According to our experiments, metformin can directly increase the gene expression, protein formation of osteogenic markers and protect H_2_O_2_-induced oxidative damage. *In vitro*, we further verified that the bone mass of the OVX mice was significantly improved by metformin feeding. As estrogen is a reductive hormone, detecting the role of oxidoreduction in osteoporosis development and the therapeutic effect of metformin in improving the oxidative state in osteoblasts will be further directions for research on postmenopausal osteoporosis.

## Conclusion

Our study demonstrated that metformin could promote osteogenic differentiation and improve H_2_O_2_-induced oxidative damage of osteoblasts *via* the PI3K/AKT/Nrf2/HO-1 pathway. Vitro experiments also demonstrated that metformin improved bone mass, enhanced osteogenic protein expression and increased anti-oxidative level in OVX mice. These results provide an important basis for the potential therapeutic effect of metformin in postmenopausal osteoporosis. Along with its effect in controlling blood glucose and reducing lipids, metformin may have applications in the treatment of osteoporosis.

## Data Availability

The data presented in the study are deposited in the GEO (NCBI) repository, accession number (GSE198254). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198254/Supplementary Material.

# Supplementary material for: Metformin Promotes Differentiation and Attenuates H2O2-Induced Oxidative Damage of Osteoblasts via the PI3K/AKT/Nrf2/HO-1 Pathway
**Source:** Front Pharmacol. 2022 Mar 21;13:829830. doi: 10.3389/fphar.2022.829830
**Supplement:** Supplementary file 2

| Genes | Forward(5'-3') | Reserve(5'-3') |
| --- | --- | --- |
| COLL-1 | ACCTCCCAGTGGCGGTTATGAC | AGTTCTTCTGAGGCACAGACGG |
| OCN | CTCCCATTGGCGAGTTTG | TGTAGTCCAGGTGGAGCTTGTG |
| Runx2 | TTTGCAGTGGGACCGACA | AGCCATGGTGCCCGTTAG |
| β-Actin | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |

How the deposited data were processed for this re-analysis (not part of the article)

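RNA sequencing was compared between MC3T3-E1 cells kept for 3 days in osteogenic medium, with 3 samples, and cells that also received 0.2 mM metformin, with 3 samples. The deposited table names no unit, and its values were identified as FPKM from the values themselves. The authors divided the reads of each gene by the gene length they list and by an effective library size, and the values times the gene length are whole multiples of 1 step per sample for 100% of the values above 0. The effective library sizes are those that median-of-ratios scaling of the recovered reads gives. The gene length in the table is in base pairs, as the authors deposited it, and its definition is not stated in the paper. The paper does not name the aligner, the counting tool, the genome build or the annotation. The authors tested differential expression with DESeq2.

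The 6 columns were matched to samples by the sample labels. There were 0 other columns of per-sample values. The recovered reads were 18399861 to 20652437 per sample in osteogenic medium (median 18792236) and 19256672 to 22111790 with metformin (median 19896720). A share of 3 reads was taken as the smallest that these depths can show.

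Coordinates are those of the deposited table. Of its 54532 gene identifiers, 54409 are in GENCODE M21 (GRCm38), 53499 with the same coordinates and 53842 with the same name. GC content was taken from the longest transcript of each gene in GENCODE M21, which gave a value for 99.9% of the tested genes, and Entrez identifiers for the gene sets were found for 86.5% of them. Transcripts of other genes were called near-identical at 95% identity over at least 200 bases (BLAST+ 2.17.0).

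The test set before the data were examined was a count model for the case of a count table. The table holds FPKM, so by that plan the model was not used, although the recovered reads would have allowed it. The fallback written with it was used: limma 3.58.1 in R 4.3.3, with an intensity trend in the empirical Bayes step, on log2(FPKM + 1), over the 12681 genes with a mean FPKM of at least 0.5. P-values were adjusted by the Benjamini-Hochberg method and 0.05 was the threshold. The replicate numbers come from the sample labels, which do not say that same-numbered samples belong together, so the block is an alternative. Fixed gene sets were 7 Reactome sets and 5 families taken from symbols or descriptions. Reactome sets shipped with fgsea 1.28.0 with 15 to 500 tested genes were also tested by limma's camera, with an inter-gene correlation of 0.01.

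The genes named are those in the paper's RNA sequencing results, with the tested integrin subunits, lists of PI3K and AKT genes, osteoblast markers and Nrf2 targets fixed beforehand, and the 5 largest changes each way among genes with an adjusted p-value under 0.05, an average log2 CPM above 1 and no overlap between the groups. The genes of Figures 2C and 3A were read from the pictures by eye, and some labels are blurred. Some genes of the paper and of these lists are not reported by name here.

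The fits were tested on simulated data: reads drawn for the 12681 genes, with 200 genes changed. Limma-trend called 196 of the 200 and 16 unchanged genes, and voom called 200 and 10, none with the wrong sign. A set planted in the data was found by both set tests. Of 500 random sets, 2.4% had an unadjusted p-value under 0.05 by each test. The simulated genes were drawn independently, with 1 common dispersion and no library that deviated with GC content. These rates therefore do not cover correlated genes. In the real data, splits of the samples other than the real one gave up to 94 Reactome sets by camera. Where the true log2 fold change was -2, the median estimate of limma-trend was -1.49, and where it was 2 the median was 1.845. With voom the medians were -1.988 and 1.976. The changed genes were not split by level, and genes with few reads were not among them. These medians therefore do not measure the shrinkage of low genes.

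Alternatives were a pseudocount of 0.1, scaling by total reads, no filter on low values, at least 10 reads in every sample, the replicate block and leaving out each replicate. Chosen after the values were seen were voom on the recovered reads and a correction for GC content within each library, which subtracts a smooth trend (a spline with 5 degrees of freedom) of each library's deviation from the gene's mean. KEGG and GO tables were not used here. Figures were drawn with matplotlib 3.10.9.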

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

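The test on GC content was chosen only after the result was seen. Among genes the paper does not name, the largest increases with metformin were those of Pappa2 (log2 fold change 3.35, standard error 0.16), Fos (3.11, standard error 0.27), Id2 (2.73, standard error 0.12) and Ckap2l (2.69, standard error 0.12), each above the level in every control sample. Pappa2 encodes a protease of insulin-like growth factor binding proteins, Fos a transcription factor, Id2 an inhibitor of transcription factors and Ckap2l a protein of the mitotic spindle. The other tested genes within 1 percentage point of the GC content of each of the 4 had a median log2 fold change of at most 0.0165. With the GC correction the 4 log2 fold changes were 3.29, 3.06, 2.67 and 2.63 in the same order. That correction moved all tested genes by a median of -0.0566 and none by more than 0.509, so it could not have removed rises of this size. Both checks therefore cover only a trend shared by genes of similar GC content. Scaling by total reads in place of the authors' normalization moved all tested genes nearly alike, by at most 0.0293 on the log2 scale. Over the 6 fits that each left out one replicate the smallest of the 4 log2 fold changes was 2.57. None of the 4 has a near-identical transcript of another gene, although Pappa2 overlaps 1600012P17Rik and Ckap2l overlaps Gm14024. A response of these genes to metformin remains a hypothesis, found and tested on the same 6 samples.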

How the results depend on the processing

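Alternatives that need a count model, DESeq2 with its default settings, gene sets on its calls, and its size factors in edgeR, were not run. The reads recovered from the FPKM were tested with voom in their place. The fit on log2(FPKM + 1), listed among the alternatives, became the one reported. The counts of higher and lower genes stayed within 1.5 times the main 1670 and 1177 with a pseudocount of 0.1 (1638 and 1165), with scaling by total reads (1598 and 1331), with no filter on low values (1432 and 884), with at least 10 reads in every sample (1721 and 1262) and with voom on the recovered reads (1829 and 1256, chosen after seeing the data). With the replicate block the higher genes were 1161 and the lower 698. Same-numbered samples had correlations of -0.053, 0.00027 and -0.055 between their deviations. A limit of 1 on the absolute log2 fold change gave 468 and 168. Over the 6 fits that each left out one replicate, higher genes ranged from 938 to 2969 and lower genes from 495 to 2590, with both maxima without control replicate 1. The alternatives with a GC correction, chosen after seeing the data, moved the lower genes: 2431 with the GC correction (higher genes 2063) and 1882 with the replicate block and the GC correction (higher genes 1697). The GC correction also moved the log2 fold changes of all tested genes by a median of -0.0566.

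The PI3K and AKT genes called changed were 1, and 2 with scaling by total reads, 5 with the GC correction and 2 with that correction and the replicate block. They were 1 to 5 across the 6 fits that left out one replicate. The odds ratio of the PI3K/AKT activation set was 0.70, and it ranged from 0.459 to 1.03 across the same 6 fits, above 1 only without control replicate 1 (adjusted p = 0.506); adjusted p-values over its alternatives were 0.506 to 0.96. The cause was not tested.

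Figure 2C genes called higher were 35, between 25 and 39 over all alternatives. Figure 3A genes called higher were 37, between 31 and 41. Of the 12 fixed sets, 9 passed, and 7 to 9 did over the alternatives run for gene sets, 8 with the GC correction. Camera called 172 Reactome sets, 167 higher and 5 lower, and 168 with the replicate block. With at least 10 reads in every sample 2 sets were lower. With the inter-gene correlation estimated for each set, 0 sets were called in total, 0 higher and 0 lower, where 113 higher and 4 lower had an unadjusted p-value under 0.05. The cause was not tested.

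Of 125 named genes tested and reported by name, 5 had a sign that changed under some alternative, and none of those was called with all 6 samples. Across the 6 fits that each left out one replicate, the log2 fold change ranged from -0.91 to 0.12 for Bglap, from -0.022 to 0.11 for Pik3cd, from -0.031 to 0.14 for Akt2, from -0.15 to 0.16 for Prdx1 and from -0.20 to 0.16 for Osgin1. With the GC correction Pik3cd was -0.019, Akt2 -0.0027 and Osgin1 -0.052, and Osgin1 was -0.0048 with scaling by total reads. These signs changed with a shift of most genes, whose median over all tested genes was -0.0566 with the GC correction and -0.0246 with the scaling. For the fits that left out one replicate the cause was not tested. With the replicate block 6 named genes lost their call, and between 5 and 27 did in the fits without control replicate 2, control replicate 3 or any metformin replicate, while 10 gained one without control replicate 1.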

Differences from the paper's values

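The counts of higher and lower genes were within 1.5 times the paper's with all 6 samples. Among the alternatives set before the data were examined, both counts were outside that range with the replicate block, without control replicate 1, without control replicate 2, without each metformin replicate in turn and with a limit of 1 on the absolute log2 fold change, and the lower genes also with no filter on low values. The lower genes were outside it with the GC correction too, which was chosen after seeing the values. The fits without a replicate used fewer samples than the paper, and its text gives no fold change limit. Counts from those settings are therefore not like for like with the paper's.

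In Figure 2C the paper shows 46 genes as up-regulated, and 11 of them were not called here. Vwf had a log2 fold change of 0.26 (adjusted p = 0.171), and neither it nor Csf1r, Creb5 and Gngt2 were called under any setting that was run. Among the alternatives set before the data were examined, Pdgfb, Itga6, Gng10 and Hgf were called with no filter on low values, Pdgfb and Pkn3 with at least 10 reads in every sample, Pkn3 without control replicate 3, and Il6 with at least 10 reads in every sample and without control replicate 1. Pdgfb, Itga6, Gng10 and Hgf were also called by voom on the recovered reads, and Pkn3 and Il6 with the GC correction, Pkn3 also with that correction and the replicate block, which were chosen after seeing the values.

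In Figure 3A the paper shows 47 genes as up-regulated, and 10 of them were not called here. P4htm, Msra, Coq7 and Dhrs9 were called with at least 10 reads in every sample, and P4htm also without control replicate 1. Cyp1a1 and Egln3 were called with no filter on low values. P4htm, Cyp1a1 and Egln3 were also called by voom on the recovered reads, chosen after seeing the values. Aoc3, Tbxas1, Cyb561 and Mdh1b were not called under any setting that was run.

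The paper names the GYS genes as up-regulated. Gys1 had a log2 fold change of 0.61 and Gys2 had at most 1 read in a sample. It names ITGA and ITGB as up-regulated, and of 14 tested integrin subunits 6 were higher and 4 lower. As a family, the integrins were over-represented among the higher genes (odds ratio 4.96, one-sided Fisher's exact test, adjusted p = 0.00805). The family also passed with the replicate block (adjusted p = 0.00842) and without control replicate 3 (adjusted p = 0.00588). It did not pass with the GC correction (adjusted p = 0.0841), by camera (adjusted p = 0.516) or in the other fits that left out one replicate. The paper places the up-regulated genes in the PI3K/AKT pathway of KEGG. The Reactome set of PI3K/AKT activation, a different set that holds 4 of the 46 genes of Figure 2C, had an odds ratio of 0.70 among the higher genes. It places the up-regulated genes in the oxidation-reduction process of GO, and the enzymes picked by description had an odds ratio of 1.15.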

Other observations

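Chosen only after the result was seen were the tests on gene length, on library size for control replicate 1 and for the groups, on the correlation of the log2 fold change with GC content, on the direction of the osteoblast markers and on both sides of the PI3K/AKT activation set, and for the mitochondrial transcripts those on nuclear copies, on control replicate 1 and on nuclear-encoded genes.

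In the comparison of the 6 samples, 1 of the 10 splits into 3 and 3, and 1 of the 4 that part as many same-numbered pairs, gave as many higher genes as 1670, and the same held for the 1177 lower genes, the 35 and 37 genes of Figures 2C and 3A, the 1 PI3K gene, the 9 fixed sets and the 172 Reactome sets by camera. The share cannot go under 0.1 in this design. The real split parts all 3 same-numbered pairs, as do 3 of the others, and the 6 remaining splits part 1 pair. The other splits gave 0 genes with an adjusted p-value under 0.05 (between 76 and 459 genes with an unadjusted p-value under 0.05), but up to 94 Reactome sets by camera, and up to 69 among the splits that part all 3 pairs. Across genes the log2 fold change had a Spearman correlation of 0.0578 with gene length and of 0.0642 with GC content, where genes are not independent replicates, and the mean number of reads with metformin was 1.06 times that without. The GC correction changed the log2 fold changes by -0.256 to 0.509, and 2752 of the 2847 called genes were also called in the same direction with it, so GC content does not fully explain the calls.

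Control replicate 1 stood apart from the other two controls. Its deviation from them had a Spearman correlation of -0.668 with GC content across genes, which are not independent replicates, and of 0.22 with gene length, and its reads were 0.933 times the mean of the other two. For pairs of samples with metformin the correlation of the difference with GC content was between -0.00385 and 0.209, and for control replicates 2 and 3 it was -0.288, so such differences were not confined to control replicate 1. A difference in GC bias of this library is a candidate explanation. No biological explanation was tested, since the design gives none within a group.

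Transcripts of the mitochondrial genome took 10.0%, 8.37% and 6.36% of the reads in osteogenic medium and 2.72%, 2.79% and 3.16% with metformin, a log2 ratio of -1.51. All 13 protein-coding mitochondrial genes had a negative log2 fold change, with a median of -1.61, and 11 were called lower. With the reads of 11 nuclear genes that have near-identical sequence added, the log2 ratio was -1.52, and without control replicate 1 it was -1.35. The median log2 fold change was -1.48 with the GC correction. The Reactome set of respiratory electron transport has 75 tested genes, of which 11 are encoded in the mitochondrial genome. The 64 nuclear-encoded genes had a median log2 fold change of 0.067 and an adjusted p-value of 0.908 by camera, and 2 of them were called lower. A lower level of mitochondrial transcripts may be a response to metformin, a hypothesis found and tested on the same 6 samples.

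Osteogenic medium holds dexamethasone, a glucocorticoid, and Tsc22d3, a gene that responds to glucocorticoids, fell by 1.64 on the log2 scale. That gene was singled out after its value was seen. A list of 14 other such genes, which leaves out those whose values had been seen, was written before their values were read, and 12 were tested. Their median log2 fold change was -0.46, and 10 of the 12 were lower, 6 of them called, while Dusp1 (1.32) and Pdk4 (0.51) were called higher. The median was at percentile 0.02 of 10000 random lists matched on mean expression. With the GC correction it was at percentile 0, and over the 6 fits that left out one replicate the median was at most -0.37. A weaker response to the glucocorticoid with metformin is a hypothesis that these values are consistent with, found on the same 6 samples.

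Of the 46 genes of Figure 2C, 19 are in the Reactome set of extracellular matrix organization, 11 in laminin interactions and 4 in PI3K/AKT activation. Cell cycle genes lead the Reactome sets by camera (mitotic prometaphase, median log2 fold change 0.84, adjusted p = 6.99e-18). With the inter-gene correlation estimated for each set, camera gave mitotic prometaphase an adjusted p-value of 0.27. Without the 436 tested cell cycle genes the odds ratio of the PI3K/AKT activation set moved from 0.70 to 0.841, so the rise of these genes may account for part of the distance from 1. Neither ratio differed from 1 by a two-sided Fisher's exact test (p = 0.569 with a 95% confidence interval of 0.245 to 1.63, and p = 0.84 with one of 0.293 to 1.97).

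The paper measured osteogenic markers by PCR and western blotting in other experiments. In these libraries after 3 days, 35.7% of the 14 tested osteoblast markers had a positive log2 fold change, which differs from a uniform rise. Col1a1 (0.93), Col1a2 (0.57), Dlx5 (0.99) and Smpd3 (0.34) were higher, Ibsp (-1.60), Omd (-1.53), Spp1 (-1.50) and Dmp1 (-0.97) were lower, and Runx2 (-0.18, adjusted p = 0.243), Alpl (-0.16, adjusted p = 0.412) and Bglap (-0.28, adjusted p = 0.735) were not called. Bglap2 (-0.57, adjusted p = 0.175), Sparc (-0.16, adjusted p = 0.340) and Sp7 (0.36, adjusted p = 0.0586) were not called either. The groups did not overlap for Sp7. It was called higher with the GC correction (0.30, adjusted p = 0.0224) and in 2 of the 6 fits that left out one replicate. Bglap and Bglap2 have near-identical copies, Runx2 and Smpd3 share identical transcript sequence with other genes, and Col1a2, Omd and Spp1 overlap other genes. The call of Col1a2 held in 4 of the 6 fits that left out one replicate, those of Col1a1 and Dlx5 in 3 and those of Smpd3 and Omd in 2, and Smpd3 lost its call with the replicate block (adjusted p = 0.0924) and with the GC correction (adjusted p = 0.0603). With no filter on low values, Spp1 (adjusted p = 0.198), Col1a1 (0.186), Col1a2 (0.179), Omd (0.0648) and Dlx5 (0.0625) lost their calls. Ibsp, Dmp1 and Smpd3 kept theirs in that fit. Adjusted over the list of markers alone, 5 were higher. P-values here are from limma-trend with Benjamini-Hochberg adjustment. The paper measured Nrf2 and HO-1 as proteins, in cells given H2O2 and in mouse bone, so RNA from these libraries does not test those results. Nfe2l2, which encodes Nrf2, was lower (-0.37, adjusted p = 0.0266). Its call held in 2 of the 6 fits that left out one replicate and was lost with the replicate block (adjusted p = 0.0980). The call was kept with no filter on low values (adjusted p = 0.0325). It was also kept in 2 fits chosen after seeing the values, the GC correction (-0.43, adjusted p = 0.00214) and voom (adjusted p = 0.0286 by voom). Hmox1, which encodes HO-1, was not called (0.46, adjusted p = 0.103), although its groups did not overlap, which chance gives for 10% of genes. It was called higher with the GC correction (0.40, adjusted p = 0.0388) and without control replicate 1 (0.26, adjusted p = 0.0122), and its adjusted p-value was up to 0.264 over the fits that left out one replicate. Of the 12 tested Nrf2 targets, which include Hmox1, 11 had a positive log2 fold change and 0 were called lower. Of the 12, 5 were called higher: Nqo1 (1.19), Gclm (0.84), Txnrd1 (0.66), G6pdx (0.51) and Srxn1 (0.31). The count was also 5 adjusted over that list alone, and Srxn1 lost its call with the replicate block. The call of Srxn1 held in 2 of the 6 fits that left out one replicate and that of G6pdx in 3. Txnrd1, G6pdx, Gclm and Nfe2l2 overlap other genes.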
